# Dynamic changes in genome-wide histone H3 lysine 4 methylation patterns in response to dehydration stress in *Arabidopsis thaliana*

**DOI:** 10.1186/1471-2229-10-238

**Published:** 2010-11-05

**Authors:** Karin van Dijk, Yong Ding, Sridhar Malkaram, Jean-Jack M Riethoven, Rong Liu, Jingyi Yang, Peter Laczko, Han Chen, Yuannan Xia, Istvan Ladunga, Zoya Avramova, Michael Fromm

## Abstract

**Background:**

The molecular mechanisms of genome reprogramming during transcriptional responses to stress are associated with specific chromatin modifications. Available data, however, describe histone modifications only at individual plant genes induced by stress. We have no knowledge of chromatin modifications taking place at genes whose transcription has been down-regulated or on the genome-wide chromatin modification patterns that occur during the plant's response to dehydration stress.

**Results:**

Using chromatin immunoprecipitation and deep sequencing (ChIP-Seq) we established the whole-genome distribution patterns of histone H3 lysine 4 mono-, di-, and tri-methylation (H3K4me1, H3K4me2, and H3K4me3, respectively) in *Arabidopsis thaliana *during watered and dehydration stress conditions. In contrast to the relatively even distribution of H3 throughout the genome, the H3K4me1, H3K4me2, and H3K4me3 marks are predominantly located on genes. About 90% of annotated genes carry one or more of the H3K4 methylation marks. The H3K4me1 and H3K4me2 marks are more widely distributed (80% and 84%, respectively) than the H3K4me3 marks (62%), but the H3K4me2 and H3K4me1 levels changed only modestly during dehydration stress. By contrast, the H3K4me3 abundance changed robustly when transcripts levels from responding genes increased or decreased. In contrast to the prominent H3K4me3 peaks present at the 5'-ends of most transcribed genes, genes inducible by dehydration and ABA displayed atypically broader H3K4me3 distribution profiles that were present before and after the stress.

**Conclusions:**

A higher number (90%) of annotated Arabidopsis genes carry one or more types of H3K4me marks than previously reported. During the response to dehydration stress the changes in H3K4me1, H3K4me2, and H3K4me3 patterns show different dynamics and specific patterns at up-regulated, down-regulated, and unaffected genes. The different behavior of each methylation mark during the response process illustrates that they have distinct roles in the transcriptional response of implicated genes. The broad H3K4me3 distribution profiles on nucleosomes of stress-induced genes uncovered a specific chromatin pattern associated with many of the genes involved in the dehydration stress response.

## Background

Plants respond to external signals by activating signaling pathways that rapidly alter physiological reactions and transcription rates of responding genes. The molecular mechanisms regulating gene expression are coordinated at the genome level where the accessibility of DNA sequences is determined by the structure of chromatin. Chemical modifications of the histone amino-terminal tails are implicated in facilitating nucleosome remodeling and repositioning, and in the recruitment of specific transcription factors. Changes in DNA methylation and/or histone modifications are associated with altered gene expression under various stresses in plant and cell culture systems [1-5]. Changes in nucleosome occupancy and in the levels of histone H3 tri-methylation (lysine 4) or acetylation (lysine 9, 14 or 27) during dehydration stress occurred at four inducible *Arabidopsis *genes [6]. Dehydration stress induces biosynthesis of abscisic acid (ABA), which as a second messenger activates signaling cascades that trigger stomatal closure and altered gene expression via chromatin remodeling. In turn, ABA regulation is achieved through genetic and chromatin modification mechanisms [6,7]. Thus, chromatin structure and chromatin modifications are emerging as critical factors in plants' responses to environmental cues.

It is important to note, however, that currently available data describe histone modifications only at individual stress-induced plant genes. We also have limited knowledge of chromatin modifications taking place at genes whose transcription has been down-regulated. Moreover, there are no data on global modification trends occurring during the reprogramming of the entire genome in response to stress.

Here, we provide a genome-wide view and analysis of the histone H3 lysine 4 mono-, di-, and tri-methylation (H3K4me1, H3K4me2, H3K4me3, respectively) patterns in chromatin isolated from Arabidopsis rosette leaves before and after dehydration stress. Genome-wide transcript patterns in watered and dehydration stressed plants were compared with changes in the H3K4me1, H3K4me2, and H3K4me3 levels of nucleosomes associated with responding genes. Using chromatin immunoprecipitation (ChIP) with H3K4 methylation specific antibodies and genome-wide sequencing (ChIP-Seq), we revealed different dynamics and different magnitudes of the changes in H3K4me1, H3K4me2, and H3K4me3 profiles taking place upon dehydration stress. We demonstrate specific patterns of the H3K4me1, H3K4me2, and H3K4me3 distributions at up-regulated, down-regulated, and unaffected genes during the stress.

## Methods

### Plant materials and growth conditions

Col-0 plants were grown in 12 h light for 4 weeks in pots with soil covered with miracloth to prevent soil contamination of leaf tissues at harvest. Control plants continued to receive water while water was withheld from water-deficit treated plants until a relative water content (RWC) of 65% was reached in 4 to 6 days. Vegetative rosettes were harvested and frozen for RNA isolation or immediately fixed in formaldehyde for isolation of chromatin as described below.

### Isolation and immunoprecipitation of chromatin

Watered or water-deficit treated vegetative tissues were fixed in 1% formaldehyde for 10 min after vacuum infiltration of the tissues in phosphate buffered saline (PBS) with 0.007% silwet. Fixation was stopped by quenching with 125 mM glycine. Next, the tissue was rinsed twice in ice cold water, blotted dry and flash frozen in liquid nitrogen. Chromatin was isolated and resuspended in 300 μl nuclei lysis buffer as described by [8] and sonicated for four 15 sec pulses using a Branson sonifier 450 at an output between 10 - 15%. The sheared chromatin was used in chromatin immunoprecipitation assays as described [8] with some modifications. In brief, 100 μl of sheared chromatin was diluted in 900 μl ChIP dilution buffer and precleared, using 15 μl of protein A Dynabeads (Invitrogen, Carlsbad, CA). Protein A beads were collected using a magnet, and the precleared chromatin was incubated overnight at 4 °C with antibodies against either H3 (6 μL, Abcam ab1791, Cambridge, MA), mono-methylated H3K4 (10 μL, Abcam ab8895, Cambridge, MA), dimethylated H3K4 (6 μL, Upstate 07-212, Millipore, Billerica, MA), or trimethylated H3K4 (6 μL, Abcam ab8580, Cambridge, MA). Western blotting of the H3K4 methylation antibodies against mono-, di- or tri-methylated H3K4 or monomethylated H3K9 synthetic peptides was performed and confirmed their expected specificity (Additional file 1, Figure S1). A sample without antibody addition was also used as a control. Next the antibody/chromatin complex was precipitated by incubating the mix with 40 μl of protein A beads for 1 h followed by collection of the beads using a magnet. The beads were washed, chromatin eluted, and DNA de-crosslinked using procedures as described [8]. DNA was recovered by phenol/chloroform extraction and ethanol precipitation in the presence of Novagen pellet paint (EMD Chemicals, Gibbstown, NJ) and resuspended in 30 μL of TE buffer. Purified DNA was end modified, ligated to amplification primers, amplified, and sequenced according to the manufacturer's protocols (Illumina, San Diego, CA).

### RNA isolation and labeling

Total RNA was extracted from the frozen rosette tissues using grinding and TRIzol (Invitrogen, Carlsbad, CA) reagent. Three independent replicates of watered and dehydration-stressed tissues were used. Fifteen μg of total RNA from each sample was used to produce labeled cRNA for hybridization to Affymetrix Arabidopsis ATH microarrays using the manufacturer's protocols (Affymetrix, Santa Clara, CA).

### Microarray data analysis

Affymetrix^® ^GeneChip Operating Software (GCOS) generated the image and probe set signal values as CEL files, which were loaded into Rosetta Resolver^® ^(version 6.0, build 6.0.0.311; Rosetta Inpharmatics LLC, Seattle, WA). The water deficit and control condition replicate arrays were combined into their respective intensity profiles, and subsequently used to generate ratio experiments in Rosetta Resolver and analyzed using the software's background correction, normalization, and proprietary ratio error model [9]. The gene expression arrays have been submitted to the NCBI Gene Expression Omnibus under GSE11538 (part of SuperSeries record GSE11658).

### Computational Methods for the analysis of sequence data

The primary analysis of the Illumina Genome Analyzer output was performed by the manufacturer's ELAND program. ELAND mapped sequencing reads of 35 bases uniquely to the Arabidopsis genome with no more than 2 mismatches. As a quality control, we used BLAST [10] to re-map all reads to the Arabidopsis genome [11] with a word length of 9 bases and low-complexity filtering turned off. This analysis revealed a small number of further non-unique sequencing reads. From the remaining reads that uniquely map to the genome with no more than 2 mismatches, the coverage of each genomic position by the sequencing reads was computed. The DNA sequencing reads for total genomic DNA from *Arabidopsis thaliana *cultivar Col-0 were obtained and mapped to the *Arabidopsis thaliana *Col-0 genome, which is used as the control data set. To check for biases in Illumina sequencing, the distribution of sequencing coverage along the genome was calculated. Statistical analyses were performed in MATLAB (MathWorks, Nantucket, MA). Tests for the statistical significance in the difference in the coverage profiles of H3K4me3 along the normalized gene length between the sets of all expressed and ABA induced genes under both watered and soil water deficit conditions were performed by the non-parametric Wilcoxon rank sum test on the total (peak-normalized) coverage over the normalized gene length for individual genes.

Coverage peaks were identified as maximal scoring segments using a modified dynamic programming algorithm, analogous to pairwise local alignments [12]. Background noise was estimated as the mean coverage of the intergenic regions (ranging from 1.10 to 3.25 depending on the sequencing run) and was subtracted from the raw coverage values. We extended peaks from each genomic position that had an above background coverage so as to reach the maximum of the cumulative coverage, analogous to the cumulative score of a BLAST High-Scoring Segment Pair. During peak extension, we allowed for local drops in the peaks provided that they were compensated by subsequent above-background regions.

Position-wise coverage data for the three H3K4 methylation levels for watered and dehydration-stressed conditions, peak calls, our gene expression results, exons, UTRs, alternative transcription start sites are displayed in the implementation of the UC Santa Cruz Genome Browser [13] at the Bioinformatics Core Facility at the University of Nebraska-Lincoln. Exons, transcription start sites and untranslated regions were downloaded from the TAIR [11]ftp://ftp.Arabidopsis.org/home/tair/Genes/. The results can be accessed at: http://bioinformatics.unl.edu/h3k4me/cgi-bin/hgGateway. The ChIP-Seq data has been deposited at the NCBI Gene Expression Omnibus under series record GSE11657 (part of SuperSeries record GSE11658).

## Results

### Changes in gene expression in plants exposed to soil water deficit conditions

Plants were watered or subjected to dehydration stress by withholding water until a relative water content (RWC) of 65% was reached. A RWC of 65% causes leaf wilting and is considered a moderate level of dehydration stress [14]. The mRNAs from rosette leaves of non-stressed (control) and dehydration-stressed Arabidopsis plants were analyzed by microarrays (Additional file 2, Table S1). Further analysis indicated 640 genes increased, and 525 genes decreased, their transcript levels by 4-fold or more (*p *≤ 0.001) as result of the dehydration stress (Additional file 3, Table S2). Analysis of the most highly represented gene categories (using the Gene Ontology classification) indicated that the majority of the genes with altered expression was involved in various stress-responses (Additional file 4, Table S3). For example, within the list of genes responding to dehydration-stress, many genes have been also recognized as components of pathways stimulated by cold, temperature, light, and radiation (~750 genes), by hormones, endogenous, and chemical stimuli (~300 genes), as well as genes encoding transcription factors and regulators (131 genes). Genes for metabolic enzymes, and for oxidoreductase functions, were also affected (Additional file 4, Table S3). Among the genes up-regulated by dehydration stress, well-known genes implicated in this response in other studies were present, including genes ABF3 (ABA responsive element binding factor 3, *AT4G34000*, [15]), CBF4 (C-repeat binding factor 4, *AT5G51990 *[16]), RD26 (Responsive to desiccation 26, *AT4G27410*, [17]), RD29A (*AT5G52310*), RD29B (*AT5G52300*), ATHB7 (*Arabidopsis thaliana *homeobox 7, *AT2G46680*) and ATHB12 (*AT3G61890*; [18]).

### Genome-wide distributions of H3 and mono-, di-, and tri-methylated H3K4 in watered and in dehydration stressed plants

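The ChIP-Seq libraries came from rosettes of Col-0 plants that were grown for 4 weeks and were then either watered or left without water for 4 to 6 days, until a relative water content of 65% was reached. The sample labels put the age of the plants at 5 weeks. There was 1 library for each of the 3 marks in each of the 2 conditions. No spread between replicates can therefore be given, and each difference compares 2 libraries and not the conditions as such. The authors mapped the Illumina reads with ELAND and kept reads with a unique match to the genome. Their files list every distinct read sequence with the number of reads that carried it, without normalization and without a genomic position. The watered libraries held 17842558 reads for H3K4me1, 27354179 reads for H3K4me2 and 12587444 reads for H3K4me3. The stressed libraries held 16776088, 39299903 and 17673197 reads for the same marks. Reads were 33 bases long in both H3K4me2 libraries and 36 bases long in the other 4 libraries. Repeated sequences were common only for H3K4me2, where 57.5% of the watered reads and 59.3% of the stressed reads repeated a sequence already present. In the other libraries this share was between 2.21% and 12.7%. Reads that start at the same position but differ at a base are not part of this share. Read length and repetition thus separate H3K4me2 from the other marks, and a comparison of H3K4me2 with another mark cannot be told apart from this difference in sequencing. Both libraries of any 1 mark had the same read length.

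No genome sequence was used here, so sequence was assembled from the pooled reads. At the 14 loci of Table S5, assembly started from the 28 primers and ran in both directions. An amplicon was counted as closed when 1 stretch held both primers, which was the case for 11 loci. The closed amplicons were within 1 bp of the length in Table S5 at 10 loci, and at LTP the assembled length was 106 bp where the table's coordinates give 101 bp. Each stretch was ended at the first position, going outward from the amplicon, that fewer than 2 reads spanned. This limit was set after the first counts had been seen, because parts of 3 stretches had been joined across positions that no read spanned. Reads of all libraries were then placed on the stretches with at most 2 mismatches and expressed as reads per 1000000 reads of the library (RPM). Changes are log2 ratios of stressed over watered values with a pseudocount of 0.5 RPM. Intervals are exact 95% intervals from the binomial distribution of the 2 read numbers, and they cover counting error only. They treat reads that share a start position as separate observations, for every mark.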

To examine whether and how chromatin reacted during the stress response at the whole-genome level, we used ChIP-Seq to analyze the changes in the global chromatin methylation marks on H3K4 between the watered and dehydration stressed samples (see Additional file 5, Table S4 for the number of sequences analyzed for each sample). The ChIP-Seq chromatin data was visualized using a local implementation of the UCSC Genome Browser [19]. A representative chromosomal region demonstrating the types of coverage obtained from total input DNA, and from antibodies to total H3 or specific to mono-, di- or tri-methylated H3K4 is shown (Figure 1). The antibodies for the H3K4me1, H3K4me2, and H3K4me3 forms of H3 were analyzed for their ability to recognize a panel of peptides containing these modifications. The antibodies to H3K4me1 and H3K4me3 were highly specific, while the antibody to H3K4me2 had weak recognition of H3K4me3 (Additional file 1, Figure S1). This weak cross reactivity did not appear to affect the ChIP-SEQ results as the profile of H3K4me2 was very different than the profile of H3K4me3 (Figure 1). 

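The H3K4me2 and H3K4me3 profiles were compared over 37305 windows of 500 bp on 24635 stretches assembled from the reads of all 6 libraries together. Across these windows, the reads of the 2 marks in the watered plants had a Pearson correlation of -0.110 and a Spearman correlation of -0.083. Windows are not independent replicates, so no test was made. A window entered only where the pooled coverage allowed assembly. With the H3K4me3 values shuffled among windows and the low-coverage windows removed, the Pearson correlation was -0.179. For H3K4me1 and H3K4me3 it was -0.793, against -0.326 after shuffling. The shuffled windows had already passed the assembly, so shuffling can understate the effect of the selection by coverage. The 3730 windows with the most H3K4me2 reads and the 3730 windows with the most H3K4me3 reads had 339 windows in common, or 9.09%. After the shuffling, which was applied to this overlap once it had been seen, the share was 8.59%. Most of the highest windows of these marks thus differed, with an overlap near the shuffled level and slightly above it. The Pearson correlation was also less negative than after shuffling, so a weak positive relation is not excluded. H3K4me1 and H3K4me2 shared 18.7% of their highest windows, without a shuffled value to compare. The difference of H3K4me2 in sequencing limits these comparisons. The 3730 windows highest in H3K4me1 had 0 in common with those highest in H3K4me3, against a share of 8.18% after shuffling. The Pearson correlation of H3K4me2 and H3K4me3 depended on the assembly, and with words of 21 in place of 25 bases it was 0.151. The overlap was not recomputed with that assembly.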

Samples containing total input DNA (not subjected to chromatin immunoprecipitation), or DNA from samples immunoprecipitated with antibody that recognized H3 regardless of its methylation state, did not show the gene-centric enrichment identified by the antibodies to the methylated forms of H3K4 (Figure 1). The distributions of the methylated forms of H3K4 were further analyzed below. The accuracy of the ChIP-Seq method was verified by quantitative PCR (qPCR) of arbitrarily selected gene regions (Additional file 6, Table S5) and a comparison of the data sets indicated they had a good quantitative agreement, with a correlation coefficient of 0.7.

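H3K4me3 coverage was summed over each closed amplicon of Table S5 as the number of sequenced bases lying on it, without scaling the libraries. The fold change of this coverage was set against the qPCR fold change printed in Table S5, which is the paper's own measurement. Across 11 genes the Pearson correlation was 0.930 (two-sided permutation test, p = 0.00116) and the Spearman correlation was 0.879 (p = 0.00072). These are correlations across genes, which are not independent replicates. The set had been meant to hold all 13 genes with a qPCR value. At GAPC2 the assembled parts of the amplicon held 0 watered reads and 1 stressed read, and no fold change was formed. Adding the assembled parts of SAG29, with a coverage fold of 12.9 from 8 and 112 reads, brought the Pearson correlation over 12 genes to 0.630 (permutation test, p = 0.167) and left the Spearman correlation at 0.879 (p = 0.0005). Leaving out RAB18 and ATHB7, the genes with the largest coverage folds, gave a Pearson correlation of 0.649 over 9 genes (exact permutation test, p = 0.0625) and a Spearman correlation of 0.828 (exact permutation test, p = 0.00853). The Pearson correlation was thus lower with either change of the genes. Both choices of genes were made after the values were seen. On the log2 scale the Pearson correlation over the 11 genes was 0.957 (permutation test, p = 0.00012). These are settings of 1 relation, so the p values were not adjusted.

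The coverage rose 69.4-fold at RAB18, from 6 to 119 reads. The 6 watered reads overlapped the amplicon by 51 bases in all, and the fold of the read numbers alone had an interval from 8.85 to 55.1. The coverage rose 13.9-fold at ATHB7, 8.15-fold at LTP4, 5.65-fold at CBF4, 5.03-fold at XERO2, 4.86-fold at RD29B, 2.63-fold at ATHB12 and 2.04-fold at RD29A. The stressed library held more reads, and with both libraries scaled to the same number of reads each rise was smaller. The fold was then 49.4 at RAB18, 9.90 at ATHB7, 1.87 at ATHB12 and 1.45 at RD29A. At eEF1b2, which Table S5 lists as constitutive, the fold was 2.82, from only 2 and 9 reads, and the interval from the read numbers ran from 0.931 to 42.8. The folds at the repressed genes GLP1 and LTP were 0.357 and 0.339. From the comparison of the 2 methods, the paper reasons that ChIP-Seq measured these regions accurately.

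**Figure D1:**
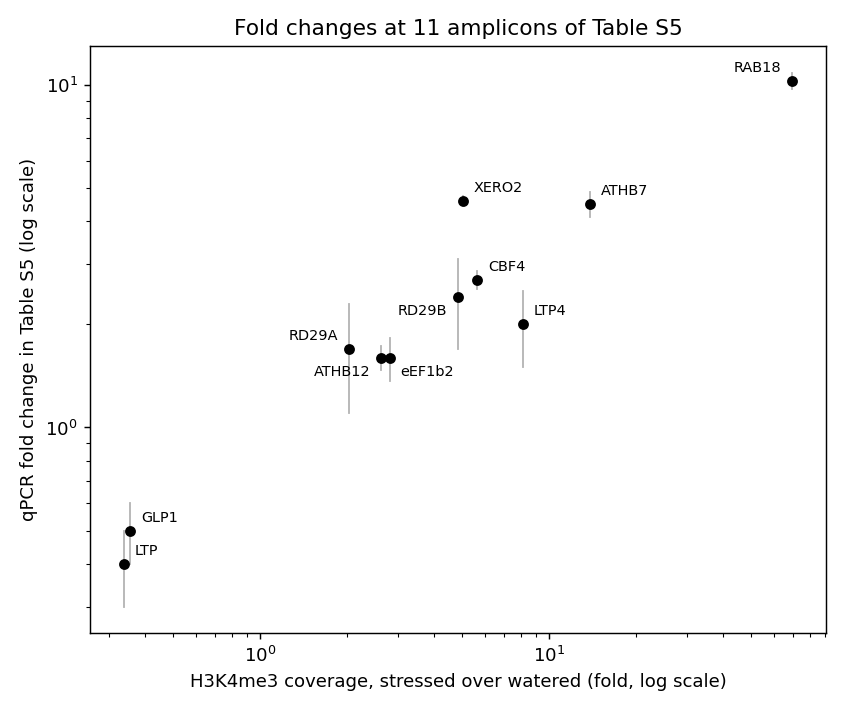
H3K4me3 coverage of the stressed over the watered library (fold, log scale) against the paper's qPCR fold change (log scale) at the 11 closed amplicons. Each point is 1 gene, and vertical lines are the standard deviation printed in Table S5. RAB18 lies far to the right of the other genes at 69.4-fold, and GLP1 and LTP lie below 1 on both axes.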

**Figure 1:**
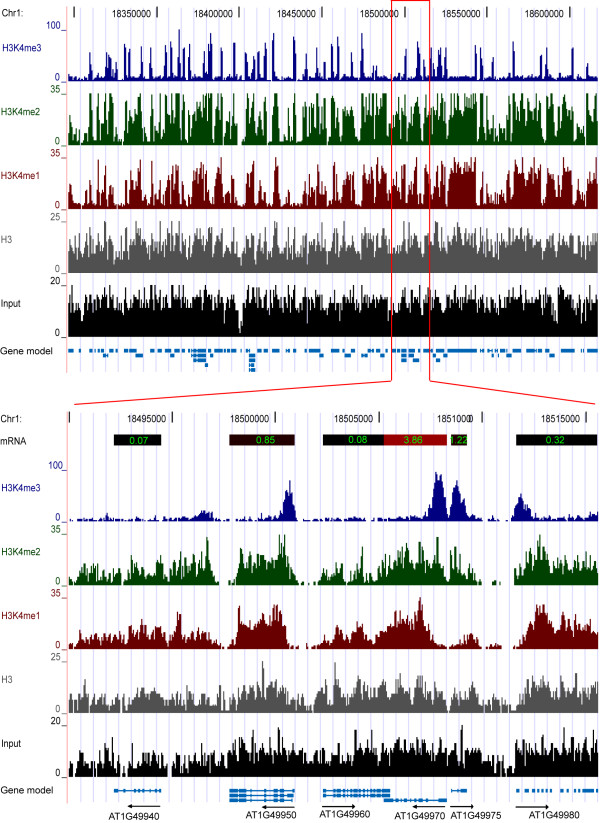
**UCSC browser view of genomic data of a representative chromosomal region**. A representative region of chromosome 1 representing 250,000 bp and an expanded region of 20,000 bp are shown. For simplicity, only data from samples from the watered condition are shown. The chromosomal coordinates are shown at the top of each region. The amount of sequence coverage for the different samples is shown to the left of each track (y-axis), and represents the number of times each region was recovered by sequencing. The tracks are: tri-methylated H3K4 (H3K4Me3, blue) di- methylated H3K4 (H3K4Me2, green), and mono-methylated H3K4 (H3K4Me1, red), total H3 (H3, gray), and total input DNA (Input, black). The magnified section shows the mRNA levels at the top as a color scale with the values shown in each colored bar. The gene models below indicate the gene name and direction.

A detailed analysis of the genomic locations of the peaks of H3K4 methylation indicated that the majority of the peaks mapped to genes. The percentage of the peaks for the individual mono-, di-, or tri-methylated H3K4 types that were located on gene regions ranged from 80% to 88% of the total peaks (Additional file 7, Table S6). Although the majority of peaks mapped to genes, not all genes contained each type of H3K4 methylation: the percentage of genes containing mono-, di-, or tri-methylation of H3K4 ranged from 62 to 84% (Table 1). 9.9% of annotated genes did not contain any form of H3K4 methylation (Table 1). The majority of the genes lacking any type of H3K4 methylation were in the two lowest expression quintiles (data not shown).

**Table 1:** Percentage of genes with H3K4 methylation regions^1^

*Treatment and type of H3K4 methylation*	*Number of genes*	*Percentage of genes*
*Water: H3K4me1*	21875	80.5
*Dry: H3K4me1*	22167	81.6
*Water: H3K4me2*	22708	83.6
*Dry: H3K4me2*	22953	84.5
*Water: H3K4me3*	16769	61.7
*Dry: H3K4me3*	18072	66.5
*Genes with one or more types of H3K4 methylation*	24487	90.1

*Genes lacking H3K4 methylation*	2682	9.9

^1^H3K4 methylation region analyzed includes 200 bp upstream and downstream of the transcribed regions of 27,169 annotated genes.

### Genome-wide distribution of histone H3, H3K4me1, me2 and me3 at gene sequences: correlation with transcription activity

Next, we examined how overall gene transcription activity was associated with H3 or H3K4 methylation levels on genes. Genes were grouped into expression quintiles based on their transcript levels. The amount of H3 or mono-, di-, or tri-methylated H3K4 was plotted at their 5'- and 3'-ends (Figure 2). We observed that histone H3 occupancy was slightly enriched within genes (Figure 2A). There was a significant dip in the H3 (nucleosome) occupancy immediately 5' of the transcription start site (TSS) for the highly expressed genes (the top three quintiles, Figure 2A). This region could correspond to a nucleosome free region (NRF) that occurs at actively transcribed genes [20]. At the 3'-end of the genes, this transcriptional effect on H3 levels was much less pronounced.

**Figure 2:**
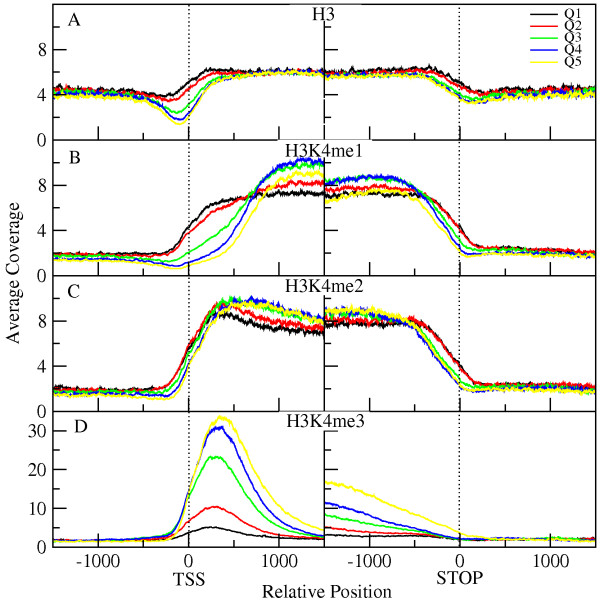
**H3K4 methylation profiles of genes with different transcript levels**. Genes were sorted into quintiles according to their transcript levels. These sets are indicated by the different colors shown in the insert box at the top of the Figure, with yellow (Q5) representing the 20% of genes with the most abundant transcripts. Total H3 or the type of H3K4 methylation measured is indicated above each graph. The *y*-axis of each graph shows the amount of H3 or H3K4 methylation after normalization (using the input DNA coverage profile) as measured by the number of times that region was detected by sequencing (Average Coverage). The *x*-axis shows the gene position in bp relative to either the transcription start site (TSS on left side of the Figure) or stop codon (on right side of the Figure) of the genes.

The profiles of mono-, di-, and tri-methylated H3K4 displayed specific patterns associated with transcript levels. H3K4me1 levels remained fairly constant throughout genes (Figure 2B). One pattern of interest was that the 5'-regions of the genes with the lowest expression levels had higher H3K4me1 levels than more highly expressed genes (Figure 2B). The profiles of H3K4me2 distribution had no correlation with transcript levels, and were relatively constant throughout the transcribed regions (Figure 2C). As such, H3K4me2 marked 84% of genes (Table 1) irrespective of the transcript levels produced from these genes. Both H3K4me1 and H3K4me2 were fairly constant across the middle and end of the genes, and accurately marked the ends of the genes.

In contrast, the H3K4me3 distribution showed a clear peak around 300 bp downstream of the TSS. However, the magnitudes of signal values for the five expression-based quintiles were in reverse to those displayed by H3K4me1: the highest H3K4me3 peaks were for genes with the highest transcript levels. The H3K4me3 signal at the 5'-ends of the least actively transcribed genes displayed the lowest coverage values (Figure 2D). Characteristically, the peak of H3K4me3 distribution tapers off towards the 3' end of the genes and reaches intergenic levels at the 3'-gene ends.

### H3K4 methylation changes when transcript levels change

To determine whether/how stress-altered gene expression correlated with changes in H3K4 methylation, we examined genes whose transcripts increased or decreased by 4-fold or more, and had highly significant *p*-values (p ≤ 0.001; Additional file 3, Table S2). The 1165 genes meeting these criteria were sorted into five up-regulated and five down-regulated change-of-expression quintiles, i.e., the genes with the biggest increase or decrease in transcript levels were in the highest (5^th^) up or down regulated change-of-expression quintile, respectively. The median and range of changes in H3K4me1, me2, or me3 methylation amounts were plotted for each of the up- and down-regulated expression quintiles (Figure 3). The median H3K4me1 levels slightly decreased as the magnitude of the up-regulated transcript changes increased and slightly increased as the magnitude of the transcript reductions increased. Thus, H3K4me1 levels were inversely or negatively associated with changes in transcript levels. The median for the H3K4me2 values slightly decreased for up-regulated quintiles, and was little changed for down-regulated quintiles (Figure 3).

**Figure 3:**
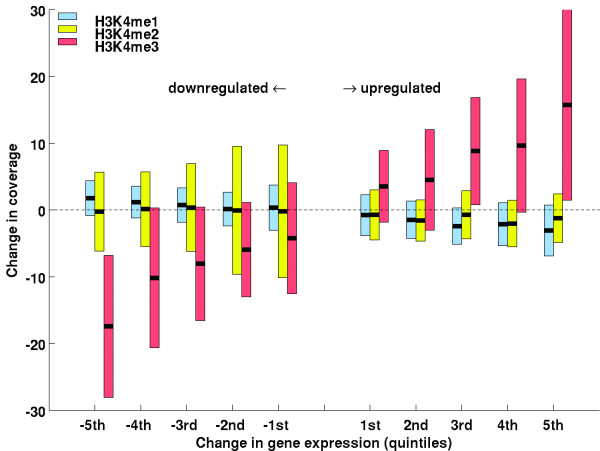
**Changes in H3K4 methylation for genes with changes in mRNA levels**. Genes that were up- or down-regulated by dehydration stress were grouped into up- or down-regulated quintiles according to their change in transcript levels. The genes showing the largest increase or largest decrease in transcript levels were placed into the 5^th ^or -5^th ^quintiles, respectively. The type of H3K4 methylation is represented by the color key in the upper left corner of the chart. The change in the amount of H3K4 methylation for each type of H3K4 methylation is represented on the *y*-axis (Change in coverage). For example, a median value (black cross bar) showing no change in H3K4 methylation would be at *y*-coordinate 0 and a median value showing an increase of 15 in coverage would be placed at *y*-coordinate + 15. One standard deviation in H3K4 methylation coverage is shown on each side of the median value.

The most significant changes were displayed by the H3K4 tri-methylation profiles. The median and the majority of the genes within one standard deviation of the median increased for all up-regulated quintiles and decreased for all down regulated quintiles (Figure 3). In addition, the largest increase in H3K4me3 levels was found on nucleosomes of the genes in the highest expression quintile, indicating that the magnitude of the H3K4me3 increase was positively associated with increased transcript levels. Similarly, the down-regulated quintile with the largest decrease in transcript levels had the largest decrease in H3K4me3 levels (Figure 3).

As a control for our method of analysis, we analyzed genes that did not change transcript levels and found that these genes did not show significant variation in their H3K4 methylation levels. Correlation coefficients of 0.95, 0.88, and 0.93 were observed between the watered and dehydration-stressed samples for the H3K4 mono-, di-, or tri-methylation comparisons of genes that did not change transcript levels, respectively. These high correlation coefficients indicated that there was very little change in H3K4 methylation in this set of genes (Additional file 8, Figure S2).

### H3K4 methylation profiles of selected genes during watered or dehydration stressed conditions

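The gene regions of RD29A and RD29B were each followed on 1 stretch assembled from the reads. Table S5 places the RD29A amplicon on chromosome 5 from 21258564 to 21258716 and the RD29B amplicon on the same chromosome from 21254345 to 21254489. The table does not name the genome build. The RD29A stretch was 1047 bp long with the amplicon at its bases 578 to 729, and the RD29B stretch was 1094 bp long with the amplicon at its bases 67 to 211. The stretches did not meet, and the neighboring genes were not analysed here. The RD29A stretch as first assembled was 2038 bp long. It was ended 991 bp earlier on one side, where 3 positions were spanned by no read.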

A specific chromosomal region of interest demonstrating changes in H3K4 methylation status after dehydration stress is the region containing the ABA and dehydration-induced genes *RD29A *(*AT5G52310*) and *RD29B *(*AT5G52300*, Figure 4). Microarray data indicated that transcript levels of *RD29A *and *RD29B *were induced 9 and 147 fold by dehydration stress, respectively (transcript levels are shown as a color scale with insert values in Figure 4). The neighboring genes (AT5G52280, *AT5G52290, and AT5G52320*) did not change their expression (color scale at top of Figure 4) or H3K4 methylation levels. *RD29A *had a higher basal transcription rate than *RD29B *in the watered control treatment and had a higher basal level of H3K4me3. 

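In the watered library, 553 H3K4me3 reads lay on the RD29A stretch and 173 on the RD29B stretch. These numbers equal 43.9 RPM for RD29A (interval 40.3 to 47.8) and 13.7 RPM for RD29B (interval 11.8 to 16.0). Divided by the length of each stretch, the levels were 42.0 and 12.6 RPM per kb. H3K4me1 was ordered the other way, with 8.97 RPM for RD29A and 15.3 RPM for RD29B. The stretches cover different parts of the genes, and this comparison holds for those parts.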

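H3K4me3 reads on RD29B rose to 1180 under stress, or 66.8 RPM, a log2 change over the watered level of 2.24 (interval 2.02 to 2.47). On RD29A the level rose to 70.7 RPM, from 1250 stressed reads, a log2 change of 0.68 (interval 0.54 to 0.83). The alternative that moved the RD29A value most was scaling by the median ratio over the windows, which gave 0.52. On the log2 scale, the median-of-ratios factor was 0.16 for H3K4me3 and the TMM factor was 0.13, and either factor was -0.12 for H3K4me1. Changes scaled with these factors are lower by that amount for H3K4me3 and higher for H3K4me1.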

Their expression increased during dehydration stress as did the H3K4me3 levels on the nucleosomes of both genes. 

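H3K4me1 reads on RD29B dropped from 273 to 42 and on RD29A from 160 to 50. The levels after stress were 2.50 and 2.98 RPM. The log2 changes were -2.40 for RD29B (interval -2.81 to -1.98) and -1.44 for RD29A (interval -1.86 to -1.03). The size of the RD29A change depended on the limits of the stretch and on the reads used. It was -0.44 on the stretch before it was shortened and -0.93 with only the reads without mismatches. When these reads were scaled by their share in the windows, it was -1.23, within the interval. H3K4me2 moved in opposite directions at the 2 genes. It rose at RD29A from 21.6 to 26.1 RPM, a log2 change of 0.27 (interval 0.12 to 0.41), and fell at RD29B from 30.6 to 26.9 RPM, a log2 change of -0.18 (interval -0.31 to -0.05). These intervals count each repeated read as a separate observation, which makes them too narrow for H3K4me2, where repeated sequences were common. With each start position counted once the changes were 0.20 at RD29A and -0.18 at RD29B, from 175 and 277 and from 267 and 323 start positions. Both H3K4me2 changes were smaller than the changes of the other two marks, and whether they exceed chance is left open.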

There was a corresponding decrease in H3K4me1 levels while H3K4me2 levels showed little change.

**Figure 4:**
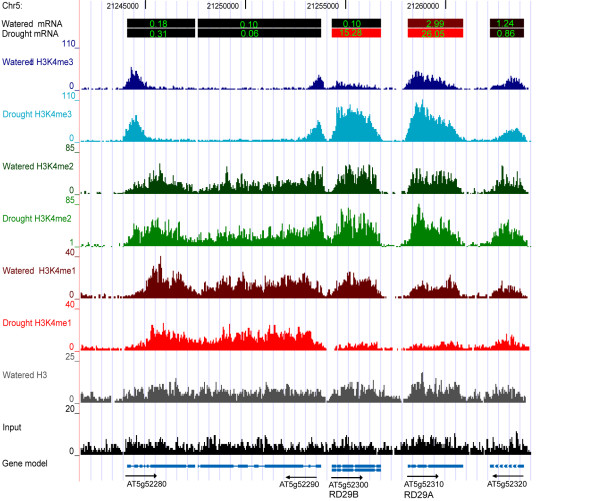
**Genome browser view of the chromosomal region containing RD29A and RD29B**. A region of chromosome 5, with the indicated position numbers, containing the dehydration and ABA inducible RD29A and RD29B genes as well as three flanking genes is shown. Arrows at the bottom show the direction of transcription below the representation of each gene. The transcript levels of the watered or dehydration stressed samples are shown as colored bars above each gene region, with the relative transcript levels shown inside each colored bar. The type of treatment and what was measured (mRNA levels, type of H3K4 methylation, total H3, or input DNA) are shown at the left. The histogram bars measure the number of times each region was identified by sequencing (y-axis coverage scale with a top value range of 20 to 110, depending on the coverage range of each sample).

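The same measurements were made at the other loci of Table S5 with a closed amplicon, and at ACT7, the reference gene of the qPCR, on a stretch of 1046 bp that held only part of its amplicon. Table S5 lists 8 of the loci as induced by dehydration stress, namely RAB18 (AT5G66400), CBF4 (AT5G51990), XERO2 (AT3G50970), ATHB7 (AT2G46680), ATHB12 (AT3G61890), LTP4 (AT5G59310), RD29A and RD29B. H3K4me3 was higher after stress at 8 of these 8 loci, each beyond its interval, with a median log2 change of 1.70 and a range from 0.49 to 2.99. The H3K4me3 intervals may be too narrow as well, since reads shared start positions. At ATHB12, for example, 959 watered reads lay at 580 start positions. H3K4me1 was lower at 8 of 8 loci, at 7 of them beyond the interval, with a median of -1.19 and a range from -2.40 to -0.09. The exception was LTP4, where 80 and 70 H3K4me1 reads were counted and the change became 0.02 with TMM or median-of-ratios factors. H3K4me2 was lower at 5 loci and higher at 3, with a median of -0.21 and a range from -0.50 to 0.27. The change lay beyond its interval at 4 of the lower loci and at 1 of the higher loci, with intervals that are too narrow for this mark because of repeated sequences. ATHB7, 1 of the higher loci, came to -0.16 with each start position counted once.

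The largest H3K4me3 change among these loci was at RAB18, where reads rose from 95 to 1119 (log2 change 2.99, interval 2.70 to 3.28). The value depended on where the stretch ended, as it was 0.95 on the longer stretch first assembled and 3.68 on a shorter stretch with at least 4 spanning reads at each position. The next was ATHB7 with a log2 change of 2.45 (interval 2.12 to 2.79). ATHB12 had the smallest, 0.49 (interval 0.37 to 0.60), from the highest watered level of these loci, 76.2 RPM. The rise at LTP4, a log2 change of 1.82 (interval 1.14 to 2.45), rested on 10 watered and 72 stressed reads over 277 bp. It was 1.12 with a pseudocount of 2 RPM, below that interval, and 2.36 without a pseudocount. Whether reads from a similar gene were counted at LTP4 was not tested.

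At GLP1, a repressed locus (AT1G72610), H3K4me3 changed by -1.92 (interval -2.12 to -1.71) and H3K4me1 by 1.02 (interval 0.69 to 1.35) on the log2 scale. With each start position counted once, the GLP1 H3K4me3 change was -1.59, outside its interval. At LTP (AT2G10940), also repressed, H3K4me3 changed by -1.85 (interval -2.34 to -1.37), and H3K4me1 rose from 6 to 20 reads. H3K4me2 differed in direction between these loci, with -0.40 at GLP1 (interval -0.54 to -0.26) and 0.75 at LTP (interval 0.22 to 1.23), the latter from 13 and 45 reads. The size at LTP depended on the counting. It was 0.41 with each start position counted once, from 9 and 19 start positions. With a pseudocount of 2 RPM it was 0.35, and without a pseudocount 1.27. The repressed loci thus moved opposite to the induced loci in H3K4me3 and H3K4me1 only. At the constitutive eEF1b2 (AT5G19510) the H3K4me1 and H3K4me2 changes of -0.22 and 0.06 were within counting error, and the H3K4me3 change was -0.24 (interval -0.40 to -0.08). The size of that change depended on the reads and the scaling used. It was -0.06 with each start position counted once, -0.03 with only the reads without mismatches and -0.15 when these were scaled by their share in the windows. With Table S4 totals, TMM factors and median-of-ratios factors it was -0.30, -0.37 and -0.40. The sign stayed negative on the stretch. The amplicon within it went the other way, with a scaled coverage fold of 2.01, from only 2 and 9 reads, and a qPCR fold of 1.6. Whether H3K4me3 changed at eEF1b2 is left open. At ACT7 (AT5G09810) the changes were -0.05 for H3K4me1, -0.03 for H3K4me2 and -0.11 for H3K4me3, none beyond its interval. The direction at ACT7 was not fixed, since H3K4me1 came to 0.07 with TMM factors.

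**Figure D2:**
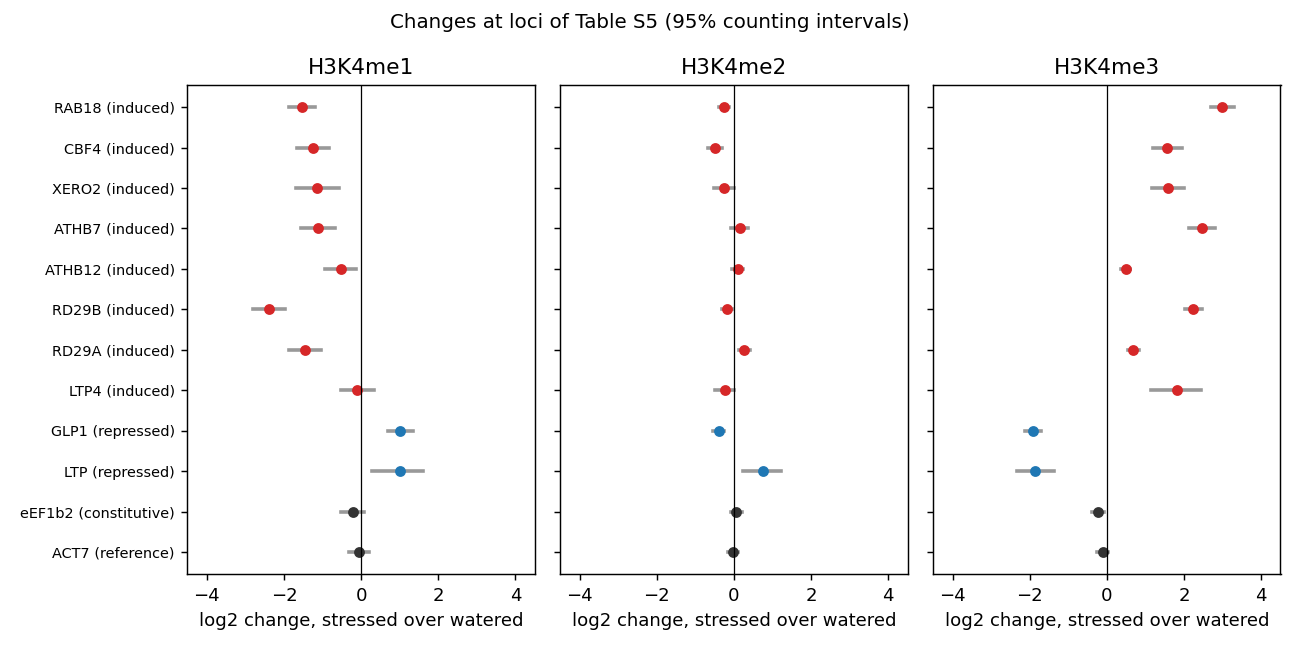
Log2 change of RPM, stressed over watered, for each of the 3 marks at 12 loci of Table S5, with 1 library per mark and condition. Points are loci, colored by their response in Table S5, and grey bars are the 95% counting intervals. The H3K4me3 points of the induced loci lie between 0.49 and 2.99, and their H3K4me1 points between -2.40 and -0.09, of which LTP4 turned to 0.02 with other scaling.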

Similar tendencies were demonstrated by other dehydration stress responsive genes as well. Six representative chromosomal regions, representing genes that were induced, repressed, or unaffected by dehydration stress conditions, are shown in a UCSC Genome Browser view (Additional file 9, Figure S3). For induced genes, the H3K4me3 levels increased during dehydration stress as their expression increased, with a corresponding decrease in H3K4me1, while H3K4me2 levels showed little change (Additional file 9, Figure S3A, S3B). The two dehydration-stress repressed genes showed decreased H3K4me3 levels, and a slight increase in H3K4me1 (Additional file 9, Figure S3C and additional file 10, Figure S3D). By comparison, genes without changes in gene expression did not display significant changes in any of the H3K4 methylation-forms (Additional file 10, Figure S3E, S3F). Collectively, the changes, or lack of changes, in the H3K4 methylation patterns displayed at individual gene loci were consistent with the overall genomic patterns as described above.

### **Dehydration stress responsive genes show broader H3K4me3 distribution profiles**

Inspection of individual dehydration-stress induced genes indicated the H3K4me3 distribution at these genes tended to be distributed over longer gene regions when compared to the H3K4me3 patterns at unresponsive genes (see Figure 4). We then asked how general this broader H3K4me3 distribution pattern was for induced genes. To accomplish this, we measured the profiles of H3K4me3 modification along the length of three groups of genes: all expressed genes, dehydration-induced genes, and the subset of dehydration induced genes that were also ABA induced [21]. The median values of H3K4me3 modification along the length of these genes were then plotted to a gene length normalized to 1500 bp. These profiles were plotted with their actual median coverage levels or with each peak normalized to the same maximum level for a better relative comparison (Figure 5). The profiles for the dehydration or dehydration/ABA induced genes are also shown for the watered condition for these genes as well (Figure 5). All five curves of H3K4me3 levels for the three sets of genes had peaks about 300 bp downstream of the TSS and then progressively declined towards the stop codon of the genes. However, the profile for all expressed genes showed a faster decrease in H3K4me3 levels, while the dehydration-induced or subset of known ABA-induced genes demonstrated a broader H3K4me3 distribution pattern (Figure 5B). This broader distribution of H3K4me3 was significant for the dehydration/ABA induced genes (p = 1.4 × 10^-10^). Surprisingly, this broad H3K4me3 distribution was also significant (p = 0.002) for these genes in the watered condition prior to dehydration stress. This suggests that some biological feature of the dehydration/ABA induced genes causes these broader than normal H3K4me3 distributions in both the watered and dehydration/ABA induced states.

**Figure 5:**
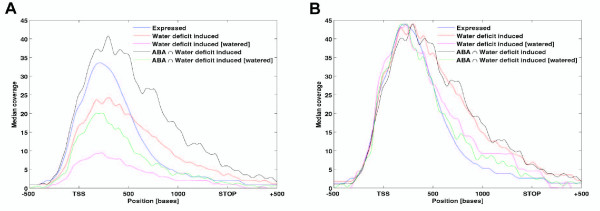
**Dehydration induced genes show broader regions of H3K4me3**. The median value of H3K4me3 coverage was calculated at positions along the genes for three different sets of genes. Each set was further limited to contain only genes between 1,000 to 2,000 bp in length. The three sets of genes were: all expressed genes, all dehydration induced genes, and all dehydration induced genes also known to be ABA regulated. These groups are indicated by the color key at upper right of the Figure. The median level of H3K4me3 observed for each set of genes (*y*-axis, Median coverage) was determined at different positions along the genes (*x*-axis in bp, with genes normalized to a standard 1500 bp size between the TSS and STOP codon and containing 500 bp upstream or downstream from these sites). **(A) **The actual coverage profiles without peak normalization. **(B) **Profiles that were normalized for peak heights to facilitate comparison of the profile shapes. The *p*-values for the normalized profiles for the dehydration/ABA induced genes in **(B)**, which measure the probability of the broader profiles occurring by chance, were *p *= 0.002 for the watered condition and *p *= 1.4 × 10^-10 ^for the water deficit condition.

## Discussion

Here we report the first whole genome map of the histone H3K4 methylation patterns of chromatin during a plant's response to dehydration stress. Using the ChIP-Seq approach, we found that the distribution of mono-, di-, and tri-methylation of H3K4 in Arabidopsis were predominantly located on genes, in general agreement with prior studies [22]. However, in watered plants we identified 21,875 genes carrying H3K4me1 *versus *15,475 genes found by the ChIP-chip method; 22,708 genes with the H3K4me2 mark *versus *12,781, and 16,769 H3K4me3-tagged genes *versus *15,894 genes reported in [22]. Furthermore, our results indicated that only 10% of expressed genes did not contain at least one H3K4me type, while ~1/3 of the genes was found to be free of H3K4 methylation by the ChIP-chip approach. These differences might reflect different sensitivities of the two methods and/or different tissue distributions in the whole seedlings [22]*versus *rosette leaves analyzed (this study). The gene-associated location of H3K4me modifications did not change during the dehydration stress-responding process. Within this gene-centric framework, however, the abundances of the individual forms of H3K4 methylation displayed specific profile changes associated with altered transcription from these genes.

### H3 distribution and nucleosome free regions

The genome-wide distribution of histone H3 was used to gain insight to whether a region lacked nucleosomes or lacked H3K4 methylation of those nucleosomes. The H3 distribution showed a fairly continuous presence across genic and intergenic regions. By contrast, the H3K4 methylated forms were practically absent from intergenic regions. In agreement with observations made in yeast [23] and Arabidopsis [24], we also observed an H3 enrichment in gene regions relative to intergenic regions. Furthermore, in agreement with other genomic analyses in Arabidopsis [24-26], our analysis of the H3 profiles in genes grouped by transcript levels, revealed regions with low H3 presence, "nucleosome free regions" (NFRs), identified immediately upstream of the TSS for more highly expressed genes. NFRs have also been observed in yeast [27-29], *Drosophila *[30], and human cells [31]. Interestingly, nucleosome density has also been observed to be different in exon and intron gene regions [32]. It has been suggested that the nucleosome occupancy is influenced by the DNA sequence, which might facilitate nucleosome removal upon transcription [33]. Our finding that NFRs are associated with transcriptionally active genes is consistent with the idea of nucleosome displacement by transcription factors [27] or complexes involved in transcription [29]. Similarly, transcription from the Arabidopsis *AP1*, a gene required for the initiation of flowering, requires the reprogramming of the *AP1 *locus to an actively transcribed state that is accompanied by the removal of a nucleosome from the transcription start site and its dynamic re-positioning in a developmentally regulated process [34].

### H3K4me1 distribution changes

The majority of genes with increased transcript levels showed modest reductions in H3K4me1 levels. Conversely, the most strongly down-regulated genes showed an increase in H3K4me1 marks, while genes with smaller reductions in transcript levels did not detectably change their average H3K4me1 levels. A negative association of H3K4me1 levels with increased transcription might be due to conversion to the more abundant H3K4me2 and H3K4me3 forms at higher transcription rates. Alternatively, higher H3K4me1 levels, particularly near the TSS, might repress transcription. A repressive role has been reported in *Chlamydomonas *where H3K4 mono-methylation was found associated with repressed transgenes and transposable elements. The loss of this mark in *Chlamydomonas *mutant *Mut11 *resulted in expression of these genes [35]. The possible role of H3K4me1 in gene repression might be unique to the plant kingdom as H3K4me1 levels are associated with enhancers in animal cells [36].

### H3K4me2 distribution changes

In our studies, 84% of Arabidopsis genes carried H3K4me2 marks, and on average, these marks were distributed relatively uniformly along gene sequences. In agreement with an earlier genomic study [22], H3K4me2 levels were not associated with transcript levels in watered plants. In response to dehydration stress, H3K4me2 levels were only slightly reduced when transcript levels increased, and showed little change when transcript levels were reduced. Previous ChIP-PCR analysis of individual genes in Arabidopsis found that H3K4me2 marked 5' boundaries of the tested genes regardless of expression levels [37]. These observations suggest H3K4me2 marks do not correlate with transcript levels and may play a role in gene regulation different from the roles of mono-, and tri-methylated nucleosomes.

### H3K4me3 distribution changes

H3K4me3 modification was predominantly associated with actively transcribed genes. Our observation that higher H3K4me3 levels were associated with higher transcript levels was in agreement with studies in yeast [38], rice [39], Arabidopsis [22,24], and human cells [40,41]. This tendency was dynamic, as we found up-regulated genes had increased H3K4me3 levels, and down-regulated genes had reduced H3K4me3 levels. These findings are in agreement with numerous results from individual plant genes, where H3K4me3 was found to increase with increased transcription at dehydration induced promoters [6], or the phaseolin [42], alcohol dehydrogenase 1 (*ADH1*) and pyruvate decarboxylase 1 (*PDC1*) genes [4]. The magnitude of the change, however, only weakly correlated with the magnitude of the change in transcript levels as shown by the wide range of H3K4me3 values in each expression quintile (Figure 3).

The genome-wide H3K4me3 distribution in Arabidopsis displays a peak at +300 bp relative to the TSS (Figure 2D, [22]), similar to the location observed in human cells [40], but slightly upstream of the peak location in rice observed at about +500 bp [39]. A surprising deviation from this pattern was the broad H3K4me3 distribution profiles present on many dehydration/ABA inducible genes. Interestingly, this broad pattern was present on many of these genes prior to their induction, although the lower H3K4me3 levels made this pattern less striking than in the induced state. For example, both *RD29A *and *RD29B *had low levels of H3K4me3 in a broad distribution pattern that was similar to the broad pattern of the higher levels of H3K4me3 observed during dehydration stress (Figure 4). 

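The breadth of H3K4me3 at both genes was measured on the assembled stretches in bins of 50 bp. A signal that is even along the stretch has a mean close to its peak. At RD29A the mean coverage was 62.1% of the peak in the watered and 67.7% in the stressed library, and the bins with at least 50% of the peak covered 700 bp before and 800 bp after stress. At RD29B the mean was 50.5% of the peak in the watered and 62.7% in the stressed library, over 550 bp and 750 bp at 50% of the peak or more. The peak itself rose from 2.49 to 3.69 in coverage per 1000000 reads at RD29A and from 0.918 to 3.59 at RD29B. Across bins, the watered and stressed coverage had a Pearson correlation of 0.749 over the 20 bins of RD29A and of 0.474 over the 21 bins of RD29B. Neighboring bins share reads, so no test was made. The watered RD29B profile rested on the fewest H3K4me3 reads of the 4 profiles, 173 against 1180 after stress. With few reads, counting error raises the highest bin and makes a profile look narrower. The larger breadth after stress can therefore come from the larger read numbers. No other gene was measured in this way, so the values do not show whether this breadth is unusual. Parts of the genes beyond the stretches were not analysed here.

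**Figure D3:**
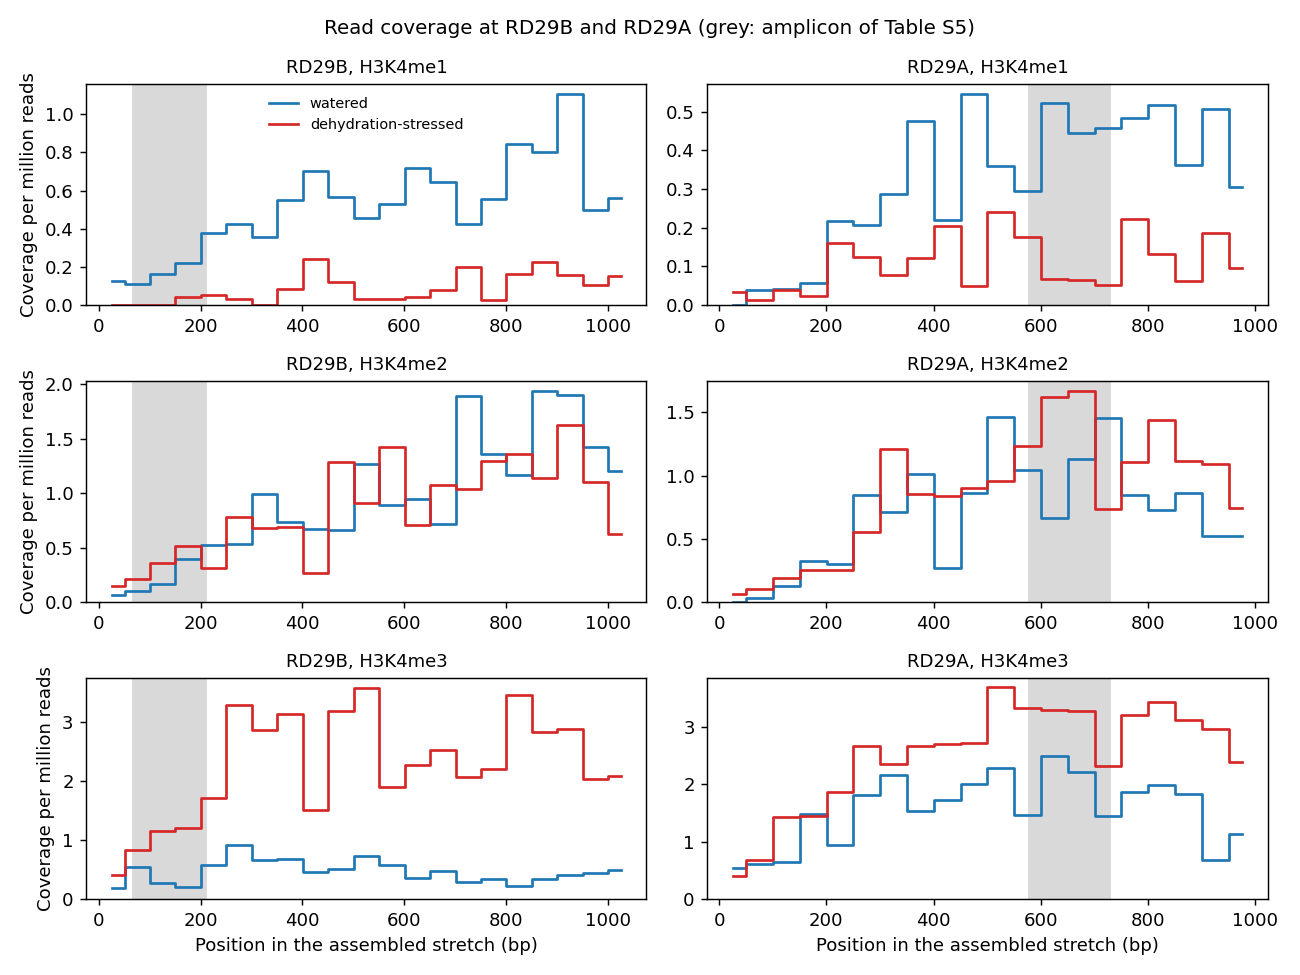
Read coverage per 1000000 reads of each library, in 50 bp bins, along the assembled stretches of RD29B and RD29A for the 3 marks in watered and dehydration-stressed plants. Grey bands are the amplicons of Table S5, and the vertical scale differs between panels. The stressed H3K4me3 line peaks at 3.59 on RD29B and 3.69 on RD29A.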

Although the occurrence of this pattern was statistically significant, its functional significance is unclear.

## Conclusions

Although there is a strong association of H3K4me3 with transcriptionally active genes, the biochemical roles of H3K4me3 are emerging as occurring predominantly after transcription initiation [43-45]. H3K4me3 marks are recognized by chromatin remodeling factors facilitating transcription by altering the structure, composition, and positioning of nucleosomes, by components of the spliceosome, and by proteins involved in mRNA capping and stability [46]. Recognition and binding to H3K4me3 has been traced to plant homeodomains or chromodomains present in these proteins [47]. Additionally, in support of a post-transcriptional function, the yeast SET1 H3K4 methyltransferase responsible for H3K4me3 modification is recruited to the +300 bp region of genes after transcription initiation in yeast [48]. Elevated H3K4me3 levels occurring on genes with increased transcript production might effectively recruit more chromosomal and RNA processing proteins, thereby facilitating the increased transcriptional activity on these induced genes.

## Authors' contributions

KVD, YD, HC, and YX designed and performed the experiments; SM, JJMR, RL, JY, PL, and IL computationally analyzed the data; ZA and MF wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 1 **Figure S1. Specificity of the H3K4 methylation antibodies**. The antibodies to H3K4me1, H3K4me2, or H3K4me3 were tested against a panel of peptides containing or lacking these modifications. Click here for file

Additional File 2 **Table S1. Microarray analysis of dehydration-stressed Arabidopsis plants**. Arabidopsis plants were watered or subjected to dehydration stress to a relative water content of 65% prior to RNA isolation and microarray analysis. RNA levels before and during dehydration stress are shown. Click here for file

Additional File 3 **Table S2. Dehydration responsive genes that change by at least 4-fold**. A subset of genes derived from Table S1 that change expression levels by at least 4-fold. Click here for file

Additional File 4 **Table S3. Gene Ontology terms for the top categories of up or down regulated genes**. The genes derived from Table S2 were classified by their gene ontology terms. Click here for file

Additional File 5 **Table S4. Number of sequencing reads from each chromatin immunoprecipitation experiment**. The number of sequencing reads analyzed in the ChIP-Seq or input DNA-SEQ experiments is shown. 

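The sum of the read numbers over all distinct sequences of a library equals the number in Table S4 for both H3K4me2 libraries. For H3K4me1 the paper lists 17451837 watered and 16972749 stressed reads, and for H3K4me3 it lists 12285745 and 18012924 reads, which stand beside the sums given with the description of the libraries. The reads came from 17448179 distinct sequences in the watered and 16171191 in the stressed H3K4me1 library. There were 11619073 and 15983691 distinct sequences for H3K4me2, and 10984765 and 15911722 for H3K4me3. No input DNA or total H3 library was used here.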

Click here for file

Additional File 6 **Table S5. Quantitative comparison of high-throughput sequencing and qPCR measurements of ChIP samples**. The magnitude of the changes in ChIP of H3K4me3 levels recovered in the watered or dehydration-stressed samples was measured for selected regions by ChIP-SEQ and real time PCR. The sequences of the primers used are also provided. Click here for file

Additional File 7 **Table S6. Genomic location of regions enriched for H3K4 methylation**. The intergenic or intragenic locations of the peaks of H3K4me3 were determined across the genome for mono-, di-, and tri-methylated H3K4 in the watered and dehydration-stressed conditions. Click here for file

Additional File 8 **Figure S2. Analysis of changes in H3K4 methylation types for genes that did not change expression when stressed**. The levels of H3K4 mono-, di-, or tri-methylation for genes that did not show changes in transcript levels were plotted for the watered vs dehydration stress condition. Click here for file

Additional File 9 **Figure S3 A-C. Genome browser view of the chromosomal region genes with up- or down-regulated expression levels**. The genome browser view of H3K4 mono-, di-, or tri-methylation levels for genes with increased or decreased gene expression are shown. Click here for file

Additional File 10 **Figure S3 D-F. Genome browser view of the chromosomal region genes with down- regulated or unchanged expression levels**. The genome browser view of H3K4 mono-, di-, or tri-methylation levels for genes with decreased or no change in gene expression are shown. Click here for file

# Supplementary material for: Dynamic changes in genome-wide histone H3 lysine 4 methylation patterns in response to dehydration stress in Arabidopsis thaliana
**Source:** BMC Plant Biol. 2010 Nov 5;10:238. doi: 10.1186/1471-2229-10-238
**Supplement:** Additional File 1 — Figure S1. Specificity of the H3K4 methylation antibodies. The antibodies to H3K4me1, H3K4me2, or H3K4me3 were tested against a panel of peptides containing or lacking these modifications.

Additional File 5 Figure S1

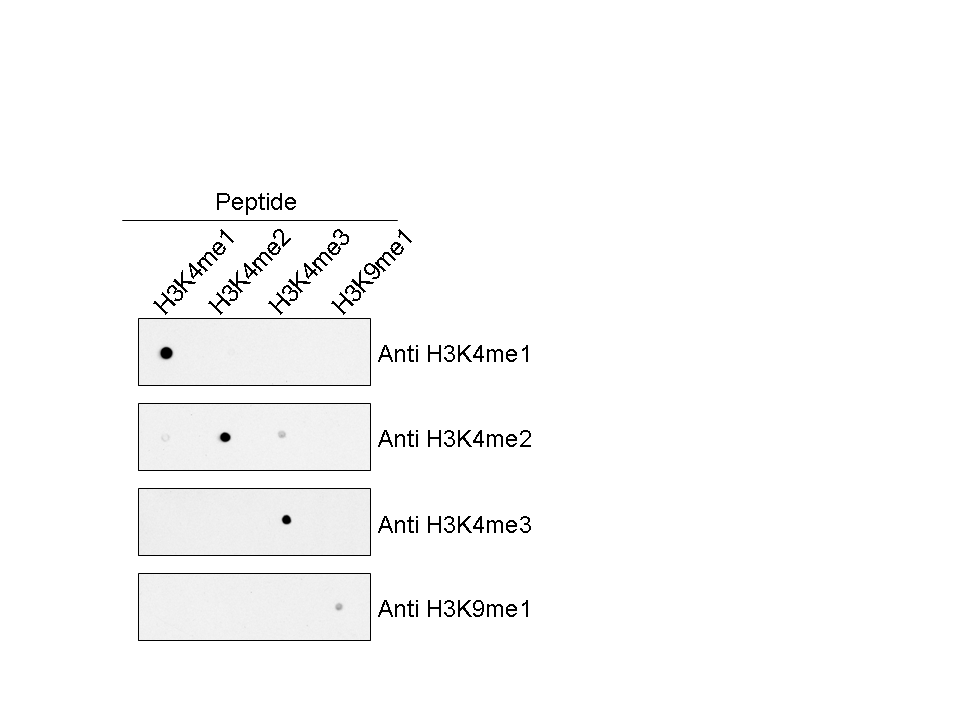

**Additional File 5** **Figure S1.** 50 ng of peptides derived from the first 100 amino acids of the N-terminal sequence of human H3 and containing one or more methyl groups at lysine 4: H3K4me1 (abcam ab1340), H3K4me2 (abcam ab7768), H3K4me3 (abcam ab1342), or lysine 9: H3K9me1 (abcam ab1771) were spotted on a PVDF membrane and probed with the indicated antibodies.

# Supplementary material for: Dynamic changes in genome-wide histone H3 lysine 4 methylation patterns in response to dehydration stress in Arabidopsis thaliana
**Source:** BMC Plant Biol. 2010 Nov 5;10:238. doi: 10.1186/1471-2229-10-238
**Supplement:** Additional File 4 — Table S3. Gene Ontology terms for the top categories of up or down regulated genes. The genes derived from Table S2 were classified by their gene ontology terms.

Additional File 3 Table S3. GO terms for top categories of genes up- or down-regulated by dehydration stress.

| Up-regulated | | |  | Down-regulated | | |
| --- | --- | --- | --- | --- | --- | --- |
| GO term | *P*-value | Genes |  | GO term | *P-*value | Genes |
|  |  |  |  |  |  |  |
| response to water | < 10-27 | 36 |  | response to stimulus | < 10-13 | 110 |
| response to water deprivation | < 10-26 | 34 |  | catalytic activity | < 10-11 | 168 |
| response to abscisic acid stimulus | < 10-23 | 38 |  | anchored to membrane | < 10-11 | 26 |
| response to abiotic stimulus | < 10-22 | 79 |  | plant-type cell wall | < 10-10 | 25 |
| response to endogenous stimulus | < 10-17 | 58 |  | intrinsic to membrane | < 10-9 | 28 |
| response to stimulus | < 10-17 | 136 |  | response to chemical stimulus | < 10-8 | 59 |
| response to stress | < 10-16 | 89 |  | response to hormone stimulus | < 10-8 | 35 |
| response to hormone stimulus | < 10-16 | 53 |  | response to chitin | < 10-7 | 14 |
| response to chemical stimulus | < 10-16 | 85 |  | response to endogenous stimulus | < 10-7 | 36 |
| catalytic activity | < 10-14 | 204 |  | hydrolase activity | < 10-7 | 69 |
| response to temperature stimulus | < 10-12 | 32 |  | biological regulation | < 10-6 | 76 |
| secondary metabolic process | < 10-9 | 28 |  | protein amino acid phosphorylation | < 10-6 | 18 |
| response to heat | < 10-9 | 16 |  | hydrolase activity, acting on glycosyl bonds | < 10-6 | 22 |
| response to osmotic stress | < 10-9 | 30 |  | carboxylesterase activity | < 10-5 | 16 |
| oxidoreductase activity | < 10-8 | 45 |  | response to carbohydrate stimulus | < 10-5 | 14 |
| UDP-glycosyltransferase activity | < 10-7 | 18 |  | transferase activity | < 10-5 | 68 |
| transcription factor activity | < 10-7 | 65 |  | response to organic substance | < 10-5 | 14 |
| transferase activity, transferring hexosyl groups | < 10-6 | 19 |  | response to light stimulus | < 10-5 | 21 |
| transferase activity, transferring glycosyl groups | < 10-6 | 26 |  | phosphorylation | < 10-5 | 18 |
| transcription regulator activity | < 10-6 | 66 |  | response to radiation | < 10-5 | 21 |

# Supplementary material for: Dynamic changes in genome-wide histone H3 lysine 4 methylation patterns in response to dehydration stress in Arabidopsis thaliana
**Source:** BMC Plant Biol. 2010 Nov 5;10:238. doi: 10.1186/1471-2229-10-238
**Supplement:** Additional File 5 — Table S4. Number of sequencing reads from each chromatin immunoprecipitation experiment. The number of sequencing reads analyzed in the ChIP-Seq or input DNA-SEQ experiments is shown.

Additional File 4 Table S4. Number of sequencing reads from each chromatin immunoprecipitation experiment

| *Antibody* | *aNumber of sequencing reads* | |
| --- | --- | --- |
| *Watered* | *Not Watered* |
| H3K4me1 | 17,451,837 | 16,972,749 |
| H3K4me2 | 27,354,179 | 39,299,903 |
| H3K4me3 | 12,285,745 | 18,012,924 |
| H3 | 11,269,371 |  |
| Input DNA | 8,862,048 |  |

**a**Number of sequences that are unique in the Arabidopsis genome and contain 2 or less mismatches

# Supplementary material for: Dynamic changes in genome-wide histone H3 lysine 4 methylation patterns in response to dehydration stress in Arabidopsis thaliana
**Source:** BMC Plant Biol. 2010 Nov 5;10:238. doi: 10.1186/1471-2229-10-238
**Supplement:** Additional File 6 — Table S5. Quantitative comparison of high-throughput sequencing and qPCR measurements of ChIP samples. The magnitude of the changes in ChIP of H3K4me3 levels recovered in the watered or dehydration-stressed samples was measured for selected regions by ChIP-SEQ and real time PCR. The sequences of the primers used are also provided.

Additional File 6 Table S5. Quantitative comparison of high-throughput sequencing and qPCR measurements of ChIP samples1

| **Gene** | **TAIR #** | **Gene Response to water deficit stress** | **Method used to measure H3K4me3 levels** | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Illumina watered coverage** | **Illumina drought coverage** | **Illumina fold change** | **Q-PCR fold change** | **Q-PCR standard deviation** |
| ***GAPC2*** | AT1G13440 | Constitutive | 208 | 109 | 0.5 | 0.7 | 0.12 |
| ***eEF1b2*** | AT5G19510 | Constitutive | 144 | 244 | 1.7 | 1.6 | 0.23 |
| ***RAB18*** | AT5G66400 | Induced | 155 | 4229 | 27.3 | 10.3 | 0.57 |
| ***CBF4*** | AT5G51990 | Induced | 365 | 1976 | 5.4 | 2.7 | 0.17 |
| ***XERO2*** | AT3G50970 | Induced | 325 | 2094 | 6.4 | 4.6 | 0.14 |
| ***ATHB7*** | AT2G46680 | Induced | 442 | 5574 | 12.6 | 4.5 | 0.38 |
| ***ATHB12*** | AT3G61890 | Induced | 3474 | 8670 | 2.5 | 1.6 | 0.13 |
| ***SAG29*** | AT5G13170 | Induced | 243 | 2146 | 8.8 | 13.8 | 2 |
| ***RD29B*** | AT5G52300 | Induced | 851 | 3766 | 4.4 | 2.4 | 0.7 |
| ***RD29A*** | AT5G52310 | Induced | 6295 | 14096 | 2.2 | 1.7 | 0.6 |
| ***LR4 (LTP4)*** | AT5G59310 | Induced | 330 | 2317 | 7.0 | 2.0 | 0.5 |
| ***GLP1*** | AT1G72610 | Repressed | 5390 | 1990 | 0.4 | 0.5 | 0.1 |
| ***LTP*** | AT2G10940 | Repressed | 1381 | 433 | 0.3 | 0.4 | 0.1 |

1The primer sequences of genes analyzed by real time PCR are shown in the Supplementary Table below. The DNA levels were normalized to ACT7 (AT5G09810). Experiments were repeated two times, and each sample was analyzed using three replicates of each DNA pool, and the relative amounts of each target DNA and ACT7 were calculated using the comparative CT method [according to the manufacturer’s software (Bio-Rad, Hercules, CA)]. Cycle numbers were used to calculate gene expression levels in the linear amplification range.

Primers Used

| **TAIR gene number** | **The amplifcation region** | **Primer Name** | **Primer Sequence(5'-3')** |
| --- | --- | --- | --- |
| AT3G61890 | chr3:22925457-22925595 | ATHB12 Set 1 Forward Primer | TGA TCA GTC TCT TCC TCG AAC CCA |
|  |  | ATHB12 Set 1 Reverse Primer | TAA GCA GCA GCA CAG AGT CGC ATA |
| AT5G51990 | chr5:21134569-21134649 | CBF4 Set 1 Forward Primer | TTT AGA TCC CTC CGT CGT AGT CTC |
|  |  | CBF4 Set 1 Reverse Primer | CTT GTC CTA AGG AGA TTC AGA AAG CTG CG |
| AT5G66400 | chr5:26535656-26535748 | RAB18 Set 1 Forward Primer | GCA CAA TAC AAC GAC CGA ATG CGA |
|  |  | RAB18 Set 1 Reverse Primer | GGT GGC CGT TAA GCT TCG AAC AAT |
| AT1G13440 | chr1:4608203-4608342 | GAPC2 Good Set 1 Forward Prime | TGT TCC AGT TGC CAG TTG GGT TTG |
|  |  | GAPC2 Good Set 1 Reverse Primer | CCA TGC GCA GTC ATG AGA GTT TGT |
| AT3G50970 | chr3:18952175-18952277 | XERO2 Set 1 Forward Primer | ACT GGG ACT AAC ACG GCT TAT GGT |
|  |  | XERO2 Set 1 Reverse Primer | TTC CAT GAT GAC CTG GCA GTT GCT |
| AT2G46680 | chr2:19172858-19173006 | ATHB7 Set 1 Forward Primer | AAT CCC GCC AAG GGT AAT TGT TGC |
|  |  | ATHB7 Set 1 Reverse Primer | TGG TGG GTT TGA GGA AGA ACC AGA |
| AT2G10940 | chr2:4317740-4317840 | LTP Set 3 Forward Primer | ACA AGC ATA AGG GAA CGA TAG AGG |
|  |  | LTP Set 3 Reverse Primer | GAG AAG AGA ATG GCA GAG CTC CAA |
| AT5G19510 | chr5:6582140-6582231 | eEF1b2 Set 1 Forward Primer | ATC TCA ACA CCA CGA ACA GCC TCT |
|  |  | eEF1b2 Set 1 Reverse Primer | GGT GGA AAG TCT TCT GTG CTC ATG GA |
| AT5G09810 | chr5:3052153-3052286 | Actin ACT7 P112 | P112 cgtttcgctttccttagtgttagct |
|  |  | Actin ACT7 P113 | P113 agcgaacggatctagagactcac |
| AT5G52300 | chr5:21254345-21254489 | RD29B P114 | P114 cagagacacgaaaagaaagaaaacaac |
|  |  | RD29B P115 | P115 attctgattggttcttctgcttgc |
| AT5G52310 | chr5:21258564-21258716 | RD29A P132 | P132 gcaggcgtaacaggtaaac |
|  |  | RD29A P133 | P133 gcatcgtgtccgtaagagg |
| AT5G13170 | chr5:4183052-4183284 | Sag29 P120 | P120 agagagacatatagagaaagagag |
|  |  | Sag29 P121 | P121 aacataagaataacagtaaagacaag |
| AT5G59310 | chr5:23942797-23942996 | LTP4 P136 | P136 gctttcgctttgaggttcttc |
|  |  | LTP4 P137 | P137 ggtcgggtgtggtttgag |
| AT1G72610 | chr1:27343387-27343528 | GLP1 Forward | TTC TGT GTC GCA AAC CTG AAA CGC |
|  |  | GLP1 Reverse | GAC AGC GGC GTT GAT GAT GTT TGT |

How the deposited data were processed for this re-analysis (not part of the article)

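Read files of 6 ChIP-Seq libraries were processed, 1 for each of H3K4me1, H3K4me2 and H3K4me3 in rosettes of watered and of dehydration-stressed Arabidopsis. The authors had mapped the reads to the genome with ELAND, kept unique matches with up to 2 mismatches, and listed each distinct sequence with its number of reads. The values in these files, as deposited by the authors, are counts of reads per distinct sequence without normalization, and carry no position. Groups were taken from the sample labels and the paper's methods. With 1 library per mark and condition, no test between conditions was made.

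Positions could not be read from a genome, so sequence was assembled from the distinct sequences of all libraries. At the loci of Table S5, assembly began at each primer with words of 21 bases and moved to words of 25 and 29 bases at branches. A base was added when at least 2 sequences carried it and when the next most frequent base had a share of at most 0.34, up to 6000 bases. These settings were chosen by how many amplicons closed at the length in Table S5, before any read was counted on them. The primers of 14 loci were used, and 11 amplicons closed, of which 5 had exactly the length in the table. GAPC2, SAG29 and ACT7 did not close. ACT7 was kept as a stretch of 1046 bp holding part of the amplicon, since stretches of at least 300 bp were kept where an amplicon was not closed.

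The first counts on these stretches included false joins. At RD29A the profile differed from the one drawn in Fig. 4, and the first part of the stretch was separated from the rest by positions that no read spanned. A limit was then added for all loci, after the counts had been seen. A position was taken as spanned by a read without mismatches that held at least 10 bases on each side of it, and a stretch was ended at the first position outward from the amplicon spanned by fewer than 2 reads, leaving the last 20 bases untested. This shortened the stretches of RD29A from 2038 to 1047 bp, RAB18 from 2908 to 1638 bp, XERO2 from 654 to 553 bp, ATHB7 from 892 to 851 bp, LTP4 from 301 to 277 bp and GLP1 from 1249 to 1163 bp, and a part of SAG29 from 887 to 252 bp. The stretches as first assembled, and a limit of 4 reads, were kept as alternatives. A join that reads happen to span would not be found in this way.

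Reads were placed on the stretches with at most 2 mismatches. They were counted, expressed as reads per 1000000 reads in the file (RPM), and compared as log2 ratios with a pseudocount of 0.5 RPM. Intervals are exact 95% Clopper-Pearson or Poisson intervals and cover counting error only. Coverage at the amplicons was the sum of sequenced bases on them, and its fold change was correlated with the qPCR values of Table S5 by Pearson and Spearman correlations with two-sided permutation tests (100000 permutations, or all of them for 9 genes). A split by lane was tried and is not reported, since a repeated sequence carries 1 identifier and its reads cannot be assigned to lanes.

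For a view beyond the named loci, contigs were assembled with words of 25 bases seen in at least 3 sequences. The 136125 contigs of at least 100 bases held 45706950 bases and gave 37305 windows of 500 bp. Between 20.9% and 39.1% of the reads of a library fell into the windows. At the median window there were between 72 and 359 reads per library. In 26 windows a position was spanned by no read. Log2 changes of a mark were compared only in windows with at least 50 reads in both libraries together. Windows carry no gene names, since the sequence was not joined to an annotation. Correlations across windows are descriptions, because neighboring windows are not independent.

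The method was tested on simulated data with 600000 bases of random sequence. There, 1722 of 1722 contigs were exact, 13 of 14 loci closed, and the interval held the simulated change at 13 of 13 loci. The simulated sequence had no repeats, and the test was therefore unable to show false joins.

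The genes named in the text were set by a rule written before the data were examined, namely the genes the paper names in its results, Figures 1 and 4 or Table S5, and the 5 genes with the largest rise and fall in H3K4me3. The second part of the rule needs gene positions and was replaced by the 2 windows with the largest rise and the 2 with the largest fall. Of the named genes, only those of Table S5 with primers were examined, since the others have no sequence in the paper. The correlation with qPCR, its alternatives of counting each start once, extension of reads to 150 bp, scaling and log2 values, and the pseudocount of 2 RPM were also set before the data were examined. The assembly of stretches at the named loci, the windows, the split by lane, the tandem repeat and all other alternatives were chosen afterwards. What needs positions in genes, including the share of regions in genes, the profiles around the TSS, the changes at up- and down-regulated genes and the breadth at induced genes, was not analysed here. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and programs compiled with g++ 11.4.0.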

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

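The tests on repeated sequences and on library totals were chosen after the result had been seen, and the test on GC content was set before it.

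The most frequent sequence of the watered H3K4me1 library, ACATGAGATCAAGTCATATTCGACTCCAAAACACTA, belongs to a tandem repeat that the paper does not report on. Extending it gave 727 bases with a period of 178 bp, at which shift 90.0% of the bases were equal. Its reads drew attention because they rose in the stressed H3K4me1 library from 2255 to 3801 RPM, a log2 change of 0.75. Its position in the genome was not determined. The H3K4me3 reads of the repeat rose from 734 to 1079 RPM, a log2 change of 0.56. Those of H3K4me2 went from 1969 to 2005 RPM, a log2 change of 0.03.

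A difference in GC bias between the H3K4me1 libraries would move windows of like GC content in the same direction. The repeat has a GC content of 37.6%, and the 6959 windows within 1 percentage point of it had a median H3K4me1 log2 change of -0.0658, which argues against GC bias as the whole cause. The scaling by library totals would need a shift of all windows of the same sign and size, and the median change of all windows was -0.105. Repeated sequences counted as reads remain open. The distinct sequences of the repeat rose by 0.357 on the log2 scale for H3K4me1, by 0.21 for H3K4me3 and by -0.20 for H3K4me2. The H3K4me1 value is positive but less than 0.5 times the rise of the reads, the level chosen for excluding this explanation. Copies of a repeat can share sequences, so its distinct sequences can rise less than its reads in either case. That level therefore could not decide. The contribution of repeated sequences cannot be told apart from a rise in the repeat itself. The copies of the repeat that the unique reads came from are not known, the stretch has positions that no read spanned, and other organisms as a source of reads were not tested. With 1 library per condition, a difference between library preparations or sequencing runs cannot be told apart from an effect of dehydration stress, which also stays open as untested.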

How the results depend on the processing

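The counting of each start position and strand once, the extension of reads to 150 bp, equal scaling and log2 values for the correlation with qPCR, and the pseudocount of 2 RPM, were set before the data were examined. The other alternatives were chosen after seeing the data.

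The correlation of ChIP-Seq and qPCR fold changes stayed positive under the alternatives run. Of the alternatives set in advance, equal scaling cannot change the correlation, and the other 3 gave Pearson correlations from 0.925 to 0.957. It was 0.882 with reads without mismatches only. With the assembled parts of SAG29 added it was 0.630 (permutation test, p = 0.167, 12 genes), and without RAB18 and ATHB7 it was 0.649 (exact permutation test, p = 0.0625, 9 genes). Both sets are small, and 1 or 2 genes move the linear correlation.

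Each of the 36 changes at named loci (12 loci and 3 marks) was recomputed under 10 alternatives. None that lay beyond its interval changed sign. All 36 stayed within their intervals with reads without mismatches scaled by their share in the windows. With TMM factors 35 did, with the pseudocount of 2 RPM or no pseudocount 34, with each start counted once 33, with median-of-ratios factors 32, and with reads without mismatches scaled by the file totals 29. The last setting depends on the share of such reads, which in the windows was 50.9% in the watered and 60.6% in the stressed H3K4me1 library. Other alternatives left part of the values as they were. The totals of Table S4 are the file totals for H3K4me2, and the 24 values of the other marks stayed within their intervals. The stretches of 6 loci had not been shortened, and of the 18 values at the other loci 3 left their intervals on the stretches as first assembled. With the limit of 4 spanning reads 30 values differed, and 2 left their intervals.

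The RD29B H3K4me1 change was -1.94 with the pseudocount of 2 RPM and -1.81 with reads without mismatches. The RD29A H3K4me1 change was -0.93 with reads without mismatches and -0.44 on the stretch as first assembled, of which 991 bp lay beyond positions that no read spanned. The RD29A H3K4me3 change was 0.52 with median-of-ratios factors. At RAB18, the H3K4me3 change ranged from 0.95 on the stretch as first assembled to 3.68 with the limit of 4 spanning reads, and the H3K4me1 change was -0.88 and -0.52 there. Changes within counting error took the other sign at LTP4 (H3K4me1), ACT7 (each of the marks), eEF1b2 (H3K4me1 and H3K4me2) and ATHB7 (H3K4me2, -0.16 with each start counted once) under at least 1 alternative.

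Across windows, the watered correlation of H3K4me2 and H3K4me3 reversed to 0.151 with contigs from 21-base words. It was -0.0328 with distinct sequences, -0.145 with reads without mismatches and -0.0271 with windows of 250 bp. The cause was not tested. With reads without mismatches, windows of 250 bp and 21-base words in turn, the correlations of watered and stressed levels were 0.940, 0.934 and 0.942 for H3K4me1, 0.774, 0.740 and 0.775 for H3K4me2, and 0.958, 0.951 and 0.955 for H3K4me3. The correlation of H3K4me1 and H3K4me3 levels was -0.778 with windows of 250 bp and -0.717 with 21-base words. The Spearman correlation of these levels went from -0.805 in the main setting to -0.540 with 21-base words. The Pearson correlation of their changes was -0.273 with reads without mismatches and -0.219 with 21-base words. The cause was not tested for these either. Leaving out windows with fewer than 2 spanning reads at a position kept 36935 of 37305 windows and moved these correlations little. The correlation of H3K4me1 and H3K4me3 levels was then -0.793 and that of their changes -0.296. The windows were nearly the same set, so this setting tests little.

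The alternatives that need positions in a genome were not run. They concern the reads in genes, the regions mapping to genes, the genes with a methylation region, the position of the H3K4me3 peak, the changes at up- and down-regulated genes, the levels at unchanged genes and the H3K4me3 breadth of induced genes. No paired analysis was possible because there is 1 library per mark and condition, and for the same reason no replicate was left out in turn. Among the stretches, the lowest read numbers were 6 watered H3K4me1 reads at LTP and 10 watered H3K4me3 reads at LTP4. Among the closed amplicons used for the correlation with qPCR, they were 2 watered H3K4me3 reads at eEF1b2 and 6 at RAB18.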

Differences from the paper's values

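The correlation of ChIP-Seq and qPCR fold changes was 0.930 over 11 genes, and the paper's value is 0.7. Of the alternatives set before the data were examined, it also differed at 0.928 with each start counted once, 0.925 with reads extended to 150 bp and 0.957 on the log2 scale. Equal scaling multiplies each fold by the same factor and leaves 0.930 unchanged by construction, so it tests nothing here. The fold changes printed in Table S5 give 0.710 over its 13 genes and 0.968 over the 11 genes. With the assembled parts of SAG29 added, the value from the reads was 0.630 over 12 genes, a setting that was chosen after seeing the values and drops 1 of the paper's 13 genes. Without RAB18 and ATHB7, a setting also chosen after seeing the values, it was 0.649 over 9 genes.

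In the main setting, coverage summed over the amplicon in the watered H3K4me3 library differed at 3 of 11 loci. Coverage in the stressed library differed at 1 of 11 and the fold change at 2 of 11. With equal scaling the fold change also differed at XERO2 (3.58 against 6.4), RD29A (1.45 against 2.2) and GLP1 (0.254 against 0.4). With extended reads it differed at ATHB7 (6.96 against 12.6). Coverage at further loci differed with each start counted once or with extended reads. The watered coverage of eEF1b2 was 72, and the paper's value is 144. It differed too at 72 with each start counted once and at 238 with reads extended to 150 bp. The fold change of eEF1b2 was 2.82, and the paper's value is 1.7. It was 2.01 with equal scaling, 2.46 with each start counted once and 2.14 with extended reads, and none of these differed by more than the limit of 1.5 times.

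The watered coverage of RAB18 was 51, and the paper's value is 155. It also differed with each start counted once (49) and with extended reads (413). The fold change of RAB18 was 69.4, and the paper's value is 27.3. It differed with equal scaling (49.4) and with each start counted once (47.0), and with extended reads it was 30.4 and did not differ. The coverage of RD29A was 4112 in the watered and 8387 in the stressed library, and the paper's values are 6295 and 14096. Both differed with each start counted once (2743 and 5187) and with extended reads (15984 and 37069).

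The paper states that H3K4me2 changed little at RD29A and RD29B. Here the log2 changes were 0.27 and -0.18, and 0.20 and -0.18 with each start position counted once. These are small beside the changes of the other marks. Repeated sequences were common for H3K4me2, so the counting intervals do not settle whether H3K4me2 changed there. The paper describes genes without changes in expression as not changing in the marks, and whether eEF1b2 or ACT7 departs from this is left open. The H3K4me3 change of eEF1b2 was -0.24 with all reads, and between -0.40 with median-of-ratios factors and -0.03 with reads without mismatches under the alternatives. That of ACT7 was -0.11 with all reads, and between -0.27 with median-of-ratios factors and 0.03 with each start counted once. The paper's regions for that statement are those of Figure S3E and S3F, which were not analysed here.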

Other observations

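The tests in this part were set before their results were seen, and the patterns themselves were found on the same data.

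Levels in windows of 500 bp were similar before and after stress, with Pearson correlations of 0.953 for H3K4me1, 0.783 for H3K4me2 and 0.963 for H3K4me3 over 37305 windows. Relative to their median, H3K4me3 rose at least 2-fold in 1008 windows and fell at least 2-fold in 313 of 28302 windows, where counting error alone would give 8 in both directions together. Variation between libraries is not part of that number and could not be measured with 1 library per condition. H3K4me1 did so in 132 and 105 of 32338 windows, and H3K4me2 in 28 and 28.

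H3K4me1 and H3K4me3 changed in opposite directions across windows, with a Pearson correlation of -0.297 over the 23335 windows with enough reads of both marks. The classes that follow are relative to the medians of these windows, which differ from the medians used above, so the numbers of rises and falls differ too. Of the 82 windows where H3K4me3 rose at least 4-fold, 86.6% had an H3K4me1 change below the median, and their median H3K4me1 change was -0.40. In the 718 windows with a rise of 2-fold to 4-fold the share was 64.5%. In the 385 windows where H3K4me3 fell 2-fold to 4-fold it was 14.8%, and in the 13 with a larger fall it was 7.69%. H3K4me2 moved in the same direction as H3K4me1, with a median change of -0.34 where H3K4me3 rose at least 4-fold and of 0.17 where it fell at least 4-fold. The loss in these windows was therefore not particular to H3K4me1. This would weaken the idea of an exchange between H3K4me1 and H3K4me3 alone, but the H3K4me2 values were not tested for technical explanations. At the 8 induced loci of Table S5, H3K4me2 was lower at 5 and higher at 3. A hypothesis is that stress may shift the same places between H3K4me3 and the lower methylation states. The tests that follow concern H3K4me1 only. Centring the changes within bins of GC content left the relation in place, with a correlation of -0.305. With each distinct sequence counted once it was -0.293, but few reads repeated a sequence for these marks, so this count could change little. After shuffling H3K4me3 among windows the correlation was -0.0138. The shuffled windows had already passed the assembly, so this covers only part of the selection by coverage. The relation was strongest in windows with much H3K4me3 before stress, from -0.0789 in the lowest of 5 equal groups by watered H3K4me3 to -0.517 in the highest. The watered level is also part of the H3K4me3 change, and counting error is larger where watered reads are few. How much of this gradient comes from the grouping itself was not tested. With 1 library per condition, differences between library preparations stay open, so the relation remains a hypothesis.

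H3K4me1 and H3K4me3 levels ran opposite in the watered libraries, with a correlation of -0.793. Selecting windows by their pooled coverage produces part of such a relation, as shuffled values gave -0.326. The shuffled windows had already passed the assembly, so how much of the relation comes from the selection stays open. In counts that were chosen after seeing the data, each distinct sequence taken once gave -0.792 and reads without mismatches gave -0.794. Mismatched reads thus do not account for the relation. The windows held only 1.03 watered H3K4me1 and 1.20 watered H3K4me3 reads per distinct sequence. Counting distinct sequences could therefore change little, and repeated reads stay open as an explanation. Other technical explanations were not tested for the levels.

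The H3K4me2 libraries held 2.60 watered and 2.73 stressed reads per distinct sequence in the windows. Random start positions at the same depth would give at most 1.21, which argues against depth as the cause. Amplification before sequencing was not tested, and no biological explanation was tested.

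The H3K4me2 change over windows ran with GC content, with a Spearman correlation of -0.328 over all windows. The trend was not particular to H3K4me2, as it was -0.224 for H3K4me1 and -0.0705 for H3K4me3. Low read numbers would weaken it in well-covered windows, and in the 18662 windows with the most H3K4me2 reads it was -0.353. No biological explanation was tested.

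The 2 windows with the largest rise of H3K4me3 carry the middle sequences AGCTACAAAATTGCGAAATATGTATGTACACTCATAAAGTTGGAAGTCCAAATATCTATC (8 to 401 reads, log2 change 4.35, H3K4me1 change -0.36, H3K4me2 from 411 to 133 reads) and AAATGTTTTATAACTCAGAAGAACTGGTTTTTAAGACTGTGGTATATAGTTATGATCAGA (8 to 303 reads, 3.96, H3K4me1 change -0.66, H3K4me2 change -0.24). The 2 with the largest fall carry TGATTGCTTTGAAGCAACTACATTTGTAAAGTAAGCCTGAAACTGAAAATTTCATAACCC (370 to 81 reads, -2.56, H3K4me1 change 1.39, H3K4me2 change 0.30) and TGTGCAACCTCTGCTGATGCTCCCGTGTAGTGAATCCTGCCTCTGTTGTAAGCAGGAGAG (112 to 25 reads, -2.30, H3K4me1 change -0.29, H3K4me2 change 0.62). The genes at these windows were not identified.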
